A study of Mus musculus with 24 samples. Its data were reported in "Transcriptional integration of mitogenic and mechanical signals by Myc and YAP" (2017).

How the data were processed

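The series holds 24 liver samples, of which 23 had a peak list that was used. The remaining sample, titled as an input, had no list and was not analysed here. Genotype and antibody were taken from the sample titles, and each combination of them was 1 library, so each group had 1 sample. Whether animals were pooled for a library is not given in the sources used here. Per the labels, chromatin for YAP was fixed with a protein crosslinker before formaldehyde, and for the other antibodies with formaldehyde alone.

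Per the submitters' processing notes, reads were aligned to the mm9 build with BWA 0.6.2, handled with SAMtools, and peaks were called with MACS2 2.0.9. Per the file headers, the 14 narrow lists (Myc, TEAD, YAP and RNA polymerase II) were called for each library on its own with a p-value cutoff of 1.00e-05, a band width of 300 bp, an effective genome size of 1.87e+09 bp, a model fold range of 7 to 30, tags of 51 bp and at most 2 duplicate tags per position in the ChIP library. The deposited narrow lists give for each peak the pileup signal at the summit, the fold enrichment over the control as a ratio, and the −log10 p and −log10 q values, all computed by the authors. The 9 broad lists of H3K4me3, H3K27ac and H3K4me1 regions were deposited with a score per region, whose scale is not stated and which was used only to rank regions within a list. Their depth and cutoffs are not given in the sources used here.

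The number of ChIP tags after filtering was read from the headers. It was 29.7, 20.7, 26.1 and 16.9 M for Myc in wild-type, tet-Myc, tet-YAP and tet-Myc/YAP, 33.1, 31.6, 32.4 and 32.6 M for TEAD, 20.9, 50.6, 37.7 and 45.8 M for RNA polymerase II, and 25.2 and 17.4 M for YAP in tet-YAP and tet-Myc/YAP. Controls had about as many tags as the ChIP library except for YAP in tet-Myc/YAP, where the control had 167.0 M. That list was also the only one with peaks on unplaced contigs (11) and with up to 3 duplicate control tags per position. The fragment size that MACS2 estimated was several times the tag size in 12 lists, whose median peak widths were 521 to 749 bp. It was 51 bp for Myc in wild-type and 56 bp for YAP in tet-YAP, whose median peak widths were 81 and 98 bp. The lists could not be called again, as no reads were used here. The wild-type Myc list also had 173 of its 4775 peaks on chromosome Y.

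Peaks were compared by overlap of at least 1 bp, computed with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. Peaks of the first list were counted, so overlap of 2 lists gives 2 numbers. The overlap code was tested on simulated data of 2000 peaks with 500 planted partners and recovered the known answer in 13 of 13 checks, and for YAP peaks on Myc peaks in tet-Myc/YAP it gave the same 10677 overlaps as bedtools 2.31.1. Shares carry Wilson 95% intervals from scipy 1.17.1, which cover counting only and leave out variation between animals and libraries, and neighbouring peaks are not independent. The overlap that position alone would give was estimated by shifting all peaks of the first list along each chromosome by a random distance of at least 1 Mb, 100 times. Such shifts do not keep peaks in open chromatin and so give a low floor. Fold enrichment and −log10 q were compared within a list only. Figures were drawn with matplotlib 3.10.9.

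A site was called promoter-like where it overlapped a wild-type H3K4me3 region, and distal where it overlapped a wild-type H3K4me1 or H3K27ac region but no wild-type H3K4me3 region. These wild-type lists served all genotypes. A Myc or TEAD peak was called gained where it overlapped no wild-type peak of the same factor. Covered length was the number of bases within 2 kb of a summit that lay in a mark's regions. Gene lists and distances to transcription start sites had been planned but were not run, because the gene table at hand was of another build and no coordinates were converted. Single peaks were chosen by a rule fixed before the data were examined, namely the 3 peaks of each class with the highest −log10 q of the authors, with ties broken by fold enrichment and then position. The classes of TEAD peaks to which the rule was applied were added later.

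Several analyses were not in the plan and were chosen after the lists had been examined: the wild-type H3K4me3 and H3K4me1 regions followed across genotypes and split by TEAD and Myc, the TEAD peaks gained over wild-type, the H3K4me3 regions not found in wild-type, the tet-YAP YAP peaks split by TEAD and by −log10 q, the marks at sites of all 3 factors inside and outside wild-type H3K4me3, the tet-Myc Myc peaks split by wild-type Myc, the gained Myc peaks shared between lists cut to 3 equal lengths, and the Mantel-Haenszel ratio of YAP shares over 4 classes of region width.

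With 1 library per group no test between genotypes was possible and no p-value was made from peaks. The alternatives set before the data were examined were a stricter threshold (−log10 q of at least 10, only for lists with q), the summit lying inside the other peak, an overlap of 50% of the shorter peak, merging of peaks within 500 bp, lists cut to the same number of top peaks, H3K4me3 found in all 4 genotypes as the definition of promoter-like, and −log10 q in place of fold enrichment. Alternatives added after seeing the data were windows of 1 kb around YAP summits, the tet-Myc/YAP Myc list for both YAP lists, gained Myc peaks defined against tet-YAP in place of wild-type, and lists without chromosome Y, mitochondrial and unplaced peaks.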

Results

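The peak lists came from mouse liver in which doxycycline had been given for 2 days to switch on a Myc transgene (tet-Myc), a YAP transgene (tet-YAP), both (tet-Myc/YAP) or none (wild-type), all in animals carrying the reverse tetracycline transactivator R26-rtTA. Myc is a transcription factor that binds E-box sequences, many of them at promoters. YAP is a coactivator held in check by the Hippo pathway, and it has no DNA-binding domain of its own but attaches to chromatin through the TEAD transcription factors. Per the paper, the YAP transgene of these mice encodes the S127A form of YAP, which the paper describes as an activated mutant. Chromatin immunoprecipitation with sequencing (ChIP-seq) was used for Myc, TEAD, RNA polymerase II, H3K4me3 (a mark of promoters) and H3K27ac (a mark of active promoters and enhancers) in all 4 genotypes, for YAP in tet-YAP and tet-Myc/YAP, and for H3K4me1 (a mark of enhancers and promoter flanks) in wild-type. Each antibody and genotype was represented by 1 library, so no value has a replicate error and differences between genotypes were not tested. Every interval of a share below is a Wilson 95% interval that covers the counting of sites only. The intervals of the Mantel-Haenszel ratios of YAP shares also cover counting only but are not Wilson intervals. The 14 narrow lists rested on 16.9 to 50.6 M ChIP tags, and the depth behind the 9 broad lists of histone marks is unknown. All positions are in the mm9 build, and peaks are given by position because no gene annotation of that build was used.

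The first comparison asked how far Myc spread over chromatin when it was induced, and whether YAP altered this. Myc peaks numbered 4775 in wild-type liver, 32592 in tet-Myc, 13227 in tet-YAP and 30327 in tet-Myc/YAP, so the number was 6.83 times higher in tet-Myc and 6.35 times higher in tet-Myc/YAP than in wild-type. With only peaks of −log10 q of at least 10 counted, the numbers were 399, 25100, 7113 and 25126 in the same order, 62.9 times higher in tet-Myc and 63.0 times higher in tet-Myc/YAP. Of the wild-type Myc peaks, 77.1% (75.9 to 78.3) overlapped a tet-Myc peak, whereas 8.50% (8.20 to 8.80) of the tet-Myc peaks overlapped a wild-type one, a share that fell to 0.745% at −log10 q of at least 10 and to 1.20% when the summit had to lie inside the narrow wild-type peak. Both lists with the Myc transgene shared most of their sites: 81.5% (81.0 to 81.9) of tet-Myc peaks were found in tet-Myc/YAP and 85.0% (84.6 to 85.4) of tet-Myc/YAP peaks in tet-Myc. Of the tet-YAP Myc peaks, 89.9% (89.4 to 90.4) were found in tet-Myc. The sites already bound in wild-type were the stronger ones once Myc was induced, with a median fold enrichment of 14.8 over the control in the tet-Myc list against 7.96 for the others (here and below, fold enrichment and −log10 q are the authors' values and are compared only within a list). The fragment size estimated for the wild-type Myc library was 51 bp, equal to its tag size, and its peaks had a median width of 81 bp. The other 3 Myc libraries had fragment sizes several times the tag size and median widths of 530 to 749 bp, so part of the distance between wild-type and the other lists can come from the peak calling.

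**Figure D1:**
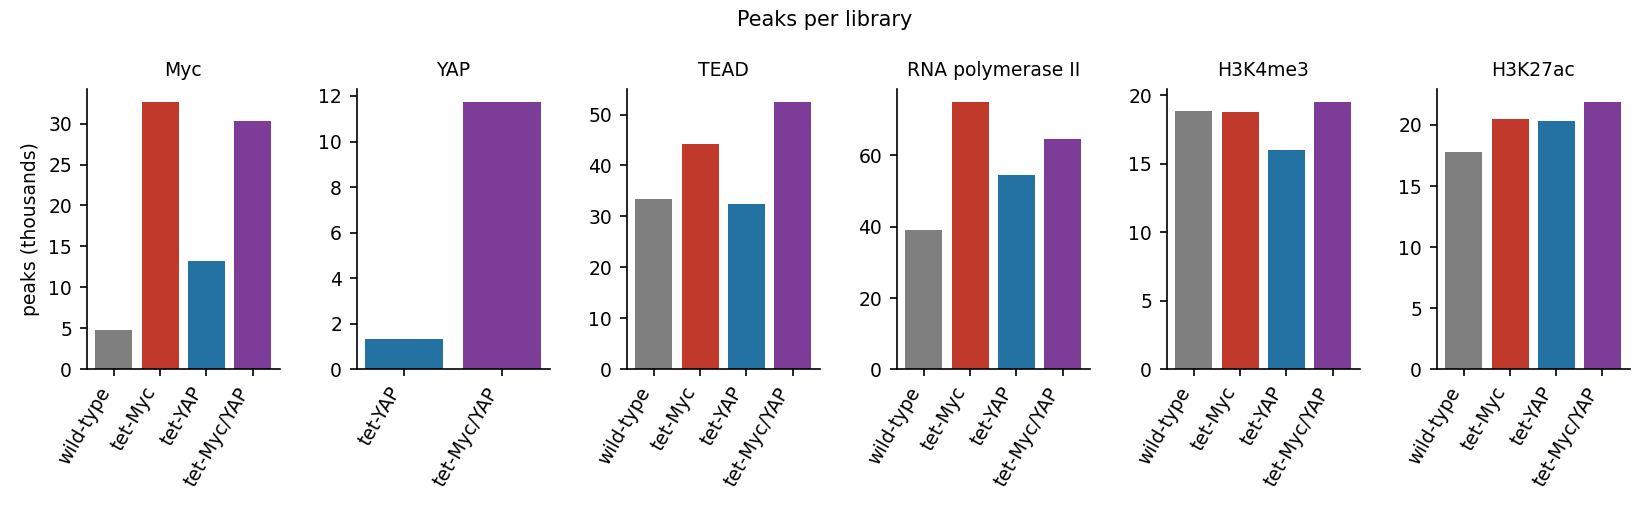
Number of peaks per library (axis in units of 1000 peaks) for 6 antibodies (panels, each on its own scale) and up to 4 genotypes (bars, 1 library each). Myc peaks numbered 4775 in wild-type and 32592 in tet-Myc, and YAP peaks 1328 in tet-YAP and 11719 in tet-Myc/YAP.

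The strongest tet-Myc peaks that were also found in wild-type lay on chromosome 13 from 38749855 to 38751188 (1334 bp, fold enrichment 102.9), on chromosome 13 from 73468179 to 73469468 (fold enrichment 92.7) and on chromosome 11 from 6426521 to 6429363 (fold enrichment 94.4). All carried H3K4me3, H3K27ac and RNA polymerase II peaks in all 4 genotypes. Among the 29823 tet-Myc peaks with no wild-type Myc peak, the strongest lay on chromosome 1 from 51906189 to 51907405 (fold enrichment 68.4), on chromosome 15 from 75948115 to 75949815 (fold enrichment 71.9) and on chromosome 2 from 128926513 to 128927439 (fold enrichment 66.7). The site on chromosome 1 had no H3K4me3 peak in any genotype but lay in H3K27ac regions of all 4 genotypes and in the wild-type H3K4me1 region. All 3 sites had a Myc peak in tet-YAP as well.

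Myc and TEAD peaks coincided in every genotype. A TEAD peak of the same genotype overlapped 70.1% (68.8 to 71.4) of Myc peaks in wild-type, 66.6% (66.1 to 67.1) in tet-Myc, 72.1% (71.3 to 72.8) in tet-YAP and 81.3% (80.9 to 81.8) in tet-Myc/YAP. After circular shifts of the peaks along their chromosomes the share averaged 0.953%, 2.40%, 1.58% and 3.12% over 100 shifts. With the Myc and TEAD lists cut to equal numbers of top peaks the order of the genotypes changed, and the share was 82.1% in tet-YAP and 78.4% in tet-Myc/YAP. TEAD was already present at many of the sites that Myc gained: 58.6% (58.0 to 59.2) of the gained tet-Myc peaks overlapped a wild-type TEAD peak, against 1.86% after circular shifts. At wild-type H3K4me3 regions, a tet-Myc Myc peak was present at 88.7% (88.1 to 89.2) of the 12561 regions with wild-type TEAD and at 34.8% (33.6 to 36) of the 6291 without. Wide regions offer more room for peaks of both factors, and this contrast was not split by region width.

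TEAD peaks themselves numbered 33417 in wild-type, 44220 in tet-Myc, 32486 in tet-YAP and 52392 in tet-Myc/YAP, from 31.6 to 33.1 M tags per library. Of the wild-type TEAD peaks, 82.3% (81.9 to 82.7) were found in tet-Myc, 73.0% (72.5 to 73.4) in tet-YAP and 87.8% (87.5 to 88.2) in tet-Myc/YAP. Even in tet-YAP, with a shorter list than wild-type, 7651 TEAD peaks (23.6%, 23.1 to 24.0) had no wild-type counterpart. The 23400 tet-Myc/YAP TEAD peaks with no wild-type counterpart overlapped a Myc peak in 30% (29.4 to 30.6), and the 28992 shared ones in 66.4% (65.9 to 67.0). They were also less often promoter-like, at 32.0% (31.4 to 32.6) against 58.5% (58.0 to 59.1) of the shared ones, where promoter-like means an overlap with a wild-type H3K4me3 region. The strongest shared TEAD peaks lay on chromosome 7 from 78607826 to 78609667, on chromosome 2 from 50542432 to 50543558 and on chromosome 7 from 54025667 to 54026933, with fold enrichments of 98, 97.8 and 93.7, and all 3 carried a YAP peak in both YAP libraries. The strongest without a wild-type counterpart lay on chromosome 16 from 89346814 to 89347829, on chromosome 11 from 16583068 to 16584281 and on chromosome 16 from 69790547 to 69791489, with fold enrichments of 90.6, 85.3 and 76.7. All 3 also had a TEAD peak in tet-YAP, and none had an H3K4me3 peak in any genotype.

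The next comparison asked where YAP bound without and with induced Myc. YAP peaks numbered 1328 in tet-YAP and 11719 in tet-Myc/YAP, and 193 and 5554 at −log10 q of at least 10. In tet-YAP, 85.7% (83.7 to 87.5) of YAP peaks overlapped a TEAD peak but only 23.5% (21.3 to 25.8) a Myc peak, and 22.8% (20.6 to 25.1) overlapped both. In tet-Myc/YAP, 94.2% (93.8 to 94.7) overlapped a TEAD peak, 91.1% (90.6 to 91.6) a Myc peak and 87.3% (86.7 to 87.9) both. Circular shifts gave means of 0.451% and 1.81% for the overlap with Myc and of 0.990% and 2.64% for the overlap with TEAD in tet-YAP and tet-Myc/YAP. A wild-type TEAD peak was present at 85.3% (83.3 to 87.1) of tet-YAP and 86.3% (85.6 to 86.9) of tet-Myc/YAP YAP peaks, but the order turned with the settings: the shares were 90.7% and 83.6% at −log10 q of at least 10, 84.7% and 79.1% with the summit inside the TEAD peak, and 85.3% and 94.9% with cut lists. Myc sites of the animals without the YAP transgene differed more: a tet-Myc Myc peak overlapped 35.2% (32.7 to 37.9) of tet-YAP YAP peaks and 89.8% (89.2 to 90.3) of tet-Myc/YAP YAP peaks. When the tet-Myc/YAP Myc list was used for both, the shares were 47.1% in tet-YAP and 91.1% in tet-Myc/YAP. The tet-YAP YAP library had an estimated fragment size of 56 bp and 25.2 M tags against a control of equal depth. The tet-Myc/YAP one had a fragment size several times the tag size and 17.4 M tags against a control 9.61 times deeper, so the number of YAP peaks in both lists did not come from the same calling conditions.

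**Figure D2:**
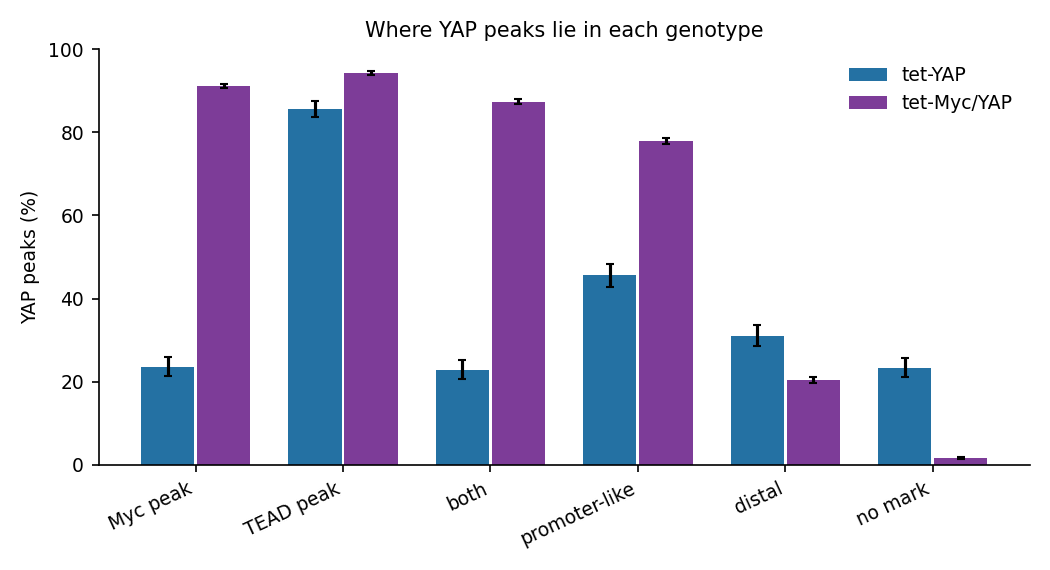
Share of YAP peaks, in percent, that overlapped a Myc peak, a TEAD peak or both of the same genotype, and share in each class of position, for tet-YAP (1328 peaks) and tet-Myc/YAP (11719 peaks), with Wilson 95% intervals. The share with a Myc peak was 23.5% in tet-YAP and 91.1% in tet-Myc/YAP.

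YAP lay more often at promoter-like sites when Myc was induced as well. A wild-type H3K4me3 region overlapped 45.6% (42.9 to 48.2) of YAP peaks in tet-YAP and 77.9% (77.1 to 78.6) in tet-Myc/YAP. Distal sites, with wild-type H3K4me1 or H3K27ac but no H3K4me3, made up 31.1% (28.7 to 33.6) and 20.4% (19.7 to 21.1), and sites with none of the 3 wild-type marks 23.3% (21.1 to 25.7) and 1.72% (1.5 to 1.97). Of all Myc peaks, 80.0% (78.8 to 81.1) were promoter-like in wild-type and 80.1% (79.5 to 80.8) in tet-YAP, against 64.1% (63.6 to 64.6) in tet-Myc and 66.6% (66.0 to 67.1) in tet-Myc/YAP. The order against wild-type turned with the peaks counted: at −log10 q of at least 10 the shares were 58.6% in wild-type, 67.6% in tet-Myc, 88.5% in tet-YAP and 69.5% in tet-Myc/YAP, and with lists cut to equal length 80.0%, 84.7%, 91.9% and 88.4%. Of TEAD peaks, 56.6% (56.1 to 57.1) were promoter-like in wild-type and 46.7% (46.3 to 47.1) in tet-Myc/YAP.

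The same promoter-like regions could be followed across genotypes. Of the 18852 wild-type H3K4me3 regions, 513 (2.72%) carried a YAP peak in tet-YAP and 7554 (40.1%) in tet-Myc/YAP. Where both a wild-type TEAD peak and a tet-Myc Myc peak were present, the share with YAP in tet-Myc/YAP was 62.2% (61.3 to 63.1) of 11141 regions. It was 19.3% (17.7 to 21.0) of the 2187 regions with Myc but no wild-type TEAD, 11.2% (9.66 to 12.9) of the 1420 with TEAD but no Myc and 0.95% (0.696 to 1.30) of the 4104 with neither. In tet-YAP the shares in these classes were 3.88% (3.53 to 4.25), 0.137% (0.047 to 0.403), 5.07% (4.05 to 6.34) and 0.146% (0.0670 to 0.319). Wide regions offer more room for any overlap, and regions were not matched on signal.

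**Figure D3:**
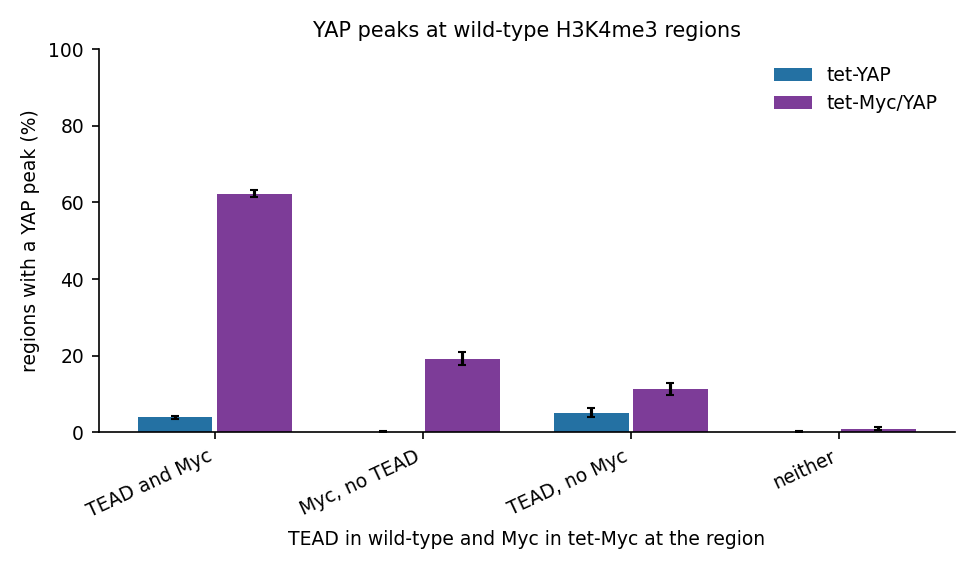
Share of wild-type H3K4me3 regions with a YAP peak, in percent, by the presence of a wild-type TEAD peak and a tet-Myc Myc peak at the region, for tet-YAP and tet-Myc/YAP, with Wilson 95% intervals. In tet-Myc/YAP the share was 62.2% with both and 0.95% with neither.

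Many YAP peaks called without induced Myc had no counterpart in the YAP list with induced Myc. Of the 1328 tet-YAP YAP peaks, 625 (47.1%, 44.4 to 49.8) overlapped a tet-Myc/YAP YAP peak, whereas the circular shifts gave a mean of 0.377%. The share was 79.8% (76.5 to 82.8) of those with a tet-Myc/YAP Myc peak and 17.9% (15.3 to 20.9) of those without. With only peaks of −log10 q of at least 10 kept in every list used, the latter was 28.6% (20.3 to 38.6). By position, the share over uncut lists was 67.9% (64.1 to 71.5) at promoter-like sites, 41.6% (37.0 to 46.5) at distal sites and 13.5% (10.2 to 17.8) at sites with no wild-type mark. The share was 54.2% (51.3 to 57.1) of those with a tet-YAP TEAD peak and 4.21% (2.15 to 8.09) of those without. Of the sites found again, 99.4% (98.4 to 99.8) had a TEAD peak in tet-Myc/YAP and 98.7% (97.5 to 99.4) in tet-YAP. Where YAP was not found again TEAD was less frequent but still common: 553 of these 703 sites (78.7%, 75.5 to 81.5) had a TEAD peak in tet-Myc/YAP, and 74.1% (70.7 to 77.2) in tet-YAP itself. Weaker calls were found again less often, at 43.3% (40.4 to 46.2) of tet-YAP peaks under a −log10 q of 10 and 69.4% (62.6 to 75.5) of those at or above it.

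The strongest tet-YAP YAP peak that was not found in tet-Myc/YAP lay on chromosome 1 from 115867319 to 115867555, with a fold enrichment of 33.1, in a place with TEAD peaks in all 4 genotypes but no Myc peak, RNA polymerase II peak or histone mark in any list. The next lay on chromosome 5 from 37052084 to 37052148 and on chromosome 10 from 53044406 to 53044676, with fold enrichments of 33.1 and 31.8, and both had TEAD and RNA polymerase II peaks in all 4 genotypes. The site on chromosome 5 also had Myc peaks in wild-type, tet-YAP and tet-Myc/YAP, and that on chromosome 10 had none. The strongest peaks found in both genotypes lay on chromosome 9 from 24346493 to 24346592 (fold enrichment 78.2 in the tet-YAP list), on chromosome 7 from 148662174 to 148662767 (fold enrichment 35.0) and on chromosome 11 from 86922564 to 86923051 (fold enrichment 57.0), all with Myc and TEAD peaks in the tet-YAP lists and H3K4me3 in all 4 genotypes. Of the tet-Myc/YAP YAP peaks not found in tet-YAP, the top pair by −log10 q lay on chromosome 2 from 98502184 to 98503356 and from 98506139 to 98507643, and had low fold enrichments of 3.42 and 3.31 at pileups of 469 and 398 tags, so the control was also high there. Neither had a TEAD peak. The next, on chromosome 8 from 20019812 to 20020464, had a fold enrichment of 10.4 and lay at Myc, TEAD, RNA polymerase II, H3K4me3 and H3K27ac peaks of all 4 genotypes.

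Enrichment was compared within each tet-Myc/YAP list to ask whether sites bound by all 3 factors were stronger. The median fold enrichment of Myc peaks was 15.4 at the 9923 sites with both YAP and TEAD, 12.3 at the 348 with YAP but no TEAD, 9.25 at the 14743 with TEAD but no YAP, and 8.01 at the 5313 with neither. For TEAD peaks it was 11.8 at the 10257 sites with YAP and Myc, 10.6 at the 804 with YAP but no Myc, 8.19 at the 16026 with Myc but no YAP, and 6.66 at the 25305 with neither. In tet-Myc/YAP, sites with YAP thus had the higher medians of both factors, whether or not the remaining factor was there. Wild-type TEAD peaks already differed in this way. Their median was 14.4 at the 587 with a YAP peak in both YAP lists and 8.28 at the 433 with one in tet-YAP only. It was 6.84 at the 9657 with one in tet-Myc/YAP only and 5.44 at the 22740 with none. The classes were not matched on peak width. For YAP peaks of tet-Myc/YAP the spread was smaller, from 6.80 at the 10234 sites with Myc and TEAD to 5.91 at the 231 with neither. In tet-YAP, TEAD peaks with a YAP peak were the strongest, with a median fold enrichment of 18.1 at the 329 sites that also had Myc, 12.4 at the 699 without Myc and 6.01 at the 22154 sites with neither. Myc peaks of tet-YAP differed little, with medians of 6.56 at the 277 sites with YAP and TEAD, 6.34 at the 9255 with TEAD but no YAP and 5.69 at the 3690 with neither, and YAP peaks of tet-YAP had medians of 15.0 with Myc and TEAD and 14.6 with neither. In small classes of tet-YAP, the median was 5.47 for the 5 Myc peaks with YAP but no TEAD. For the 9 YAP peaks with Myc but no TEAD it was 16.6, above that with Myc and TEAD. The strongest Myc peaks at sites of all 3 factors lay on chromosome 13 from 38749916 to 38751224, on chromosome 15 from 43113469 to 43114695 and on chromosome 7 from 25668991 to 25670724, with fold enrichments of 160.6, 134.4 and 111.7. The strongest with TEAD but no YAP lay on chromosome 11 from 6426405 to 6429350, on chromosome 12 from 29319362 to 29321448 and on chromosome 11 from 77996031 to 77997889, with fold enrichments of 145.5, 92.0 and 107.9. The strongest with neither lay on chromosome 14 from 115441333 to 115442560, on chromosome 9 from 120036374 to 120038595 and on chromosome 14 from 31830838 to 31832440, with fold enrichments of 107.6, 95.8 and 80.1.

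**Figure D4:**
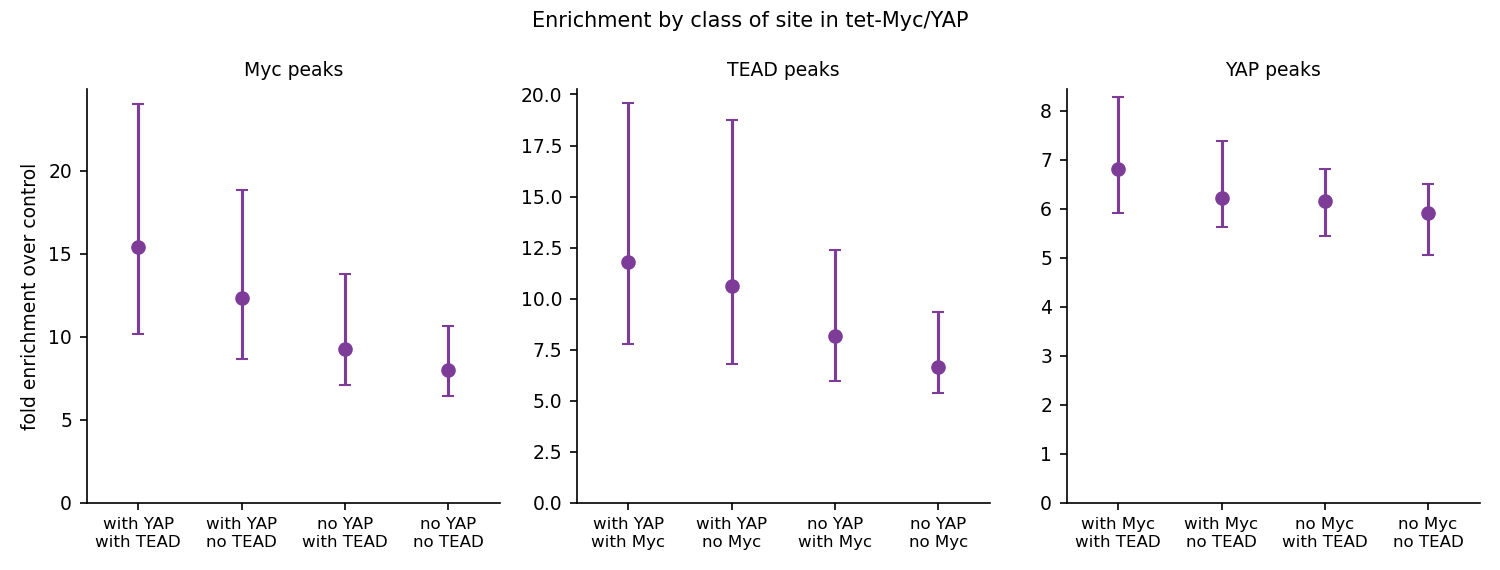
Fold enrichment over the control for Myc, TEAD and YAP peaks of tet-Myc/YAP (panels, each on its own scale), by overlap with the other factors. Points are medians over peaks and bars run from the lower to the upper quartile, and the median for Myc was 15.4 with YAP and TEAD and 8.01 with neither.

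The histone lists were used to ask whether active chromatin was in place before Myc and YAP were induced. Of the 10234 tet-Myc/YAP sites of YAP, Myc and TEAD, 81.2% (80.4 to 81.9) lay in an H3K4me3 region, 96.3% (96.0 to 96.7) in an H3K27ac region and 95.1% (94.6 to 95.5) in an H3K4me1 region of wild-type liver, and 90.2% (89.6 to 90.8) at a wild-type TEAD peak, but 17.7% (17.0 to 18.4) at a wild-type Myc peak, called with a fragment size of 51 bp, and 62.4% (61.5 to 63.4) at a Myc peak of tet-YAP, which also lacked the Myc transgene. The gained tet-Myc Myc sites lay in wild-type H3K4me3 in 61.5% (61.0 to 62.1), H3K27ac in 87.6% (87.3 to 88.0) and H3K4me1 in 89.7% (89.3 to 90.0). The share of sites of all 3 factors in H3K4me3 was 79.4% (78.6 to 80.2) in tet-Myc, 74.2% (73.3 to 75) in tet-YAP and 82.0% (81.3 to 82.8) in tet-Myc/YAP. With the H3K4me3 lists cut to equal length, the difference between tet-Myc/YAP and wild-type turned from 0.85 to −0.987 points. Within 2 kb of the summits of these sites, H3K4me3 regions covered a mean of 2593 bp in wild-type, 2312 bp in tet-Myc, 2335 bp in tet-YAP and 2360 bp in tet-Myc/YAP (SD over sites 1417, 1368, 1509 and 1321 bp), and H3K27ac regions 3612, 3656, 3650 and 3612 bp (SD over sites 864, 716, 751 and 715 bp). Covered length measures how wide the called regions are, not how high the mark is. The whole H3K4me3 lists covered 82.3 Mb in wild-type, 63.6 Mb in tet-Myc, 73.2 Mb in tet-YAP and 62.3 Mb in tet-Myc/YAP. The lower H3K4me3 cover in the transgenic livers was therefore not limited to these sites.

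Sites of all 3 factors both entered and left H3K4me3 regions between wild-type and the transgenic livers. Of the 1926 sites outside wild-type H3K4me3, 10.2% (8.91 to 11.6) lay in an H3K4me3 region in tet-Myc, 4.05% (3.26 to 5.03) in tet-YAP and 19.5% (17.8 to 21.3) in tet-Myc/YAP. Of the 8308 sites inside wild-type H3K4me3, 4.51% (4.09 to 4.98), 9.57% (8.96 to 10.2) and 3.47% (3.09 to 3.88) lay outside it in these genotypes. More sites left than entered in tet-Myc (375 and 196) and tet-YAP (795 and 78), but the tet-YAP list was the shortest, and with lists cut to equal length its difference from wild-type shrank from −7.01 to −2.41 points. For tet-Myc/YAP the balance turned when the lists were cut, as given above.

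RNA polymerase II peaks were present at 77.5% (76.7 to 78.3) of the sites of all 3 factors in wild-type, 92.4% (91.8 to 92.9) in tet-Myc, 84.8% (84.1 to 85.5) in tet-YAP and 90.2% (89.6 to 90.8) in tet-Myc/YAP. At the gained tet-Myc Myc sites the shares were 52.1% (51.6 to 52.7), 76.6% (76.1 to 77.1), 59.7% (59.2 to 60.3) and 68.3% (67.7 to 68.8) in the same order. The RNA polymerase II libraries ranked the same way in depth, with 20.9, 50.6, 37.7 and 45.8 M tags and 39181, 74914, 54617 and 64678 peaks, so depth and genotype cannot be told apart here.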

Values the study reported

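The study reported about 5000 Myc peaks in wild-type liver. After short-term induction of Myc, it reported over 30,000.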

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

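The tests of explanations in this part were all chosen after the results were seen, including that at regions free of Myc and YAP, for which the shares over all such H3K4me1 regions had been seen. For 4 antibodies, adding a transgene moved the number of peaks one way in one background and the opposite way in the other. Each effect rests on 2 libraries, and the difference between backgrounds was not tested. Counting only peaks of −log10 q of at least 10 removed the opposite directions for Myc and TEAD but kept them for RNA polymerase II (11735 and −7810). Counting peaks per M tags removed them for Myc and RNA polymerase II but kept them for TEAD (1009.1 to 1002.7 without the Myc transgene, and 1400.1 to 1605.3 with it). Such ratios assume that peaks grow in proportion to tags, which was not tested, so they cannot settle the part played by depth.

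Adding the YAP transgene raised the number of Myc peaks by 8452 without the Myc transgene and lowered it with the Myc transgene, where the number fell by 2265. At −log10 q of at least 10 it rose in both, with 25100 Myc peaks in tet-Myc and 25126 in tet-Myc/YAP. The number of Myc peaks was also higher in both genotypes with the Myc transgene than in those without. More depth cannot be the cause, since the libraries with the Myc transgene held at most 0.70 times the tags of the wild-type library. The short fragment size of the wild-type list cannot be the whole cause either, because tet-YAP, with a fragment size like those of the Myc-transgenic lists, still had fewer peaks than tet-Myc and tet-Myc/YAP, by a ratio of at least 2.29. With the lists cut to the same number of top peaks, a test given this form after its values at one length had been seen, at least 72.66% of the gained peaks of each Myc-transgenic list were found in the other and at most 67.9% between either and tet-YAP over 3 lengths, which is what the Myc transgene would give, but so would the narrower peaks of tet-YAP or libraries enriched alike. The 2.77 times higher number in tet-YAP than in wild-type, 17.8 times at −log10 q of at least 10, stays open: the fragment size and the genotype cannot be told apart there, because the lists could not be called again.

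Adding the YAP transgene lowered the number of TEAD peaks without the Myc transgene, where it fell by 931, and raised it by 8172 with the Myc transgene. At −log10 q of at least 10 it rose in both, with 22218 TEAD peaks in wild-type and 22553 in tet-YAP. TEAD peaks were more numerous in both Myc-transgenic livers than in wild-type, and depth does not account for this, since those libraries held at most 0.99 times the tags of the wild-type one. Myc bound at the new sites cannot be the whole cause, because at most 30% of the gained TEAD peaks overlapped a Myc peak. Among 4757 wild-type H3K4me1 regions with no wild-type H3K4me3 and no Myc or YAP peak in any list, a TEAD peak was present at 31.4% in wild-type, 28.3% in tet-YAP, 42.0% in tet-Myc and 46.2% in tet-Myc/YAP. That gain of at least 10.6 points away from Myc is consistent with a better enrichment of TEAD in those libraries, and an indirect effect of the Myc transgene stays open as well.

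Adding the YAP transgene raised the number of RNA polymerase II peaks by 15436 without the Myc transgene. With the Myc transgene the number fell by 10236. Tags went from 20.9 to 37.7 M without the Myc transgene and from 50.6 to 45.8 M with it. Peaks per M tags were lower with the YAP transgene in both (1447.3 against 1873.4, and 1411.3 against 1480.9). The limit on such ratios given above holds here too. The number of H3K4me3 regions fell by 2838 when the YAP transgene was added without the Myc transgene and rose by 714 with it. The number of H3K4me3 regions fell by 80 when the Myc transgene was added without the YAP transgene and rose by 3472 with it.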

How the results depend on the processing

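The windows of 1 kb, the tet-Myc/YAP Myc list for both YAP lists, the gained peaks against tet-YAP and the removal of chromosome Y, mitochondrial and unplaced peaks were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because every group held only replicate 1. Gene lists at promoters and the 5 kb promoter alternative were not run, for want of an mm9 annotation, and leaving out a replicate was not possible with 1 library per group. Of 308 comparisons with an alternative, 118 stayed within the counting interval of the reported share or ratio, or within 1.5 times the reported number, and 190 moved further. The counting intervals are narrow, so small shifts count as moved, and the cause was not tested for any of them.

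The difference between tet-Myc/YAP and tet-YAP in the share of YAP peaks with Myc was 67.6 points as reported and ranged from 44.0 to 69.1 points under the alternatives. That in the promoter-like share of YAP peaks ranged from 30.7 to 42.8 points, that in YAP peaks with TEAD from 2.36 to 8.79 points, and that between tet-Myc/YAP and tet-Myc in Myc peaks with TEAD from 8.38 to 17.0 points. The small difference in H3K4me3 at sites of all 3 factors between tet-Myc/YAP and wild-type changed its sign, from 0.85 to −0.987 points, when the lists of each mark were cut to the same length. Of 317 differences between genotypes recomputed under an alternative, 28 changed their sign, 8 of 73 at −log10 q of at least 10 and 11 of 30 with lists cut to the same number. Among them were the promoter-like share of Myc peaks in tet-Myc against wild-type, from −15.9 to 8.91 points at −log10 q of at least 10 and 4.69 points with cut lists, and the effects of the YAP transgene on the number of Myc peaks with the Myc transgene (26 at −log10 q of at least 10) and of TEAD peaks without it (335).

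With −log10 q of at least 10, Myc peaks numbered 399 in wild-type and 7113 in tet-YAP, TEAD peaks 22218 in wild-type, YAP peaks 193 in tet-YAP and 5554 in tet-Myc/YAP, and RNA polymerase II peaks 22813, 49239, 34548 and 41429 in wild-type, tet-Myc, tet-YAP and tet-Myc/YAP. In the same order, 52.4%, 60.2%, 64.0% and 77.2% of Myc peaks had TEAD, so that wild-type and not tet-Myc was lowest. Gained tet-Myc Myc peaks had wild-type TEAD in 51.4%, and 83.7% of tet-Myc Myc peaks were found in tet-Myc/YAP. YAP peaks had TEAD in 90.7% in tet-YAP and 93.0% in tet-Myc/YAP, where 92.4% had Myc and 82.8% were promoter-like. With both YAP lists cut in this way, 57.5% of tet-YAP YAP peaks were found in tet-Myc/YAP. Sites of all 3 factors had wild-type H3K4me3 in 85.4%, H3K27ac in 97.1% and RNA polymerase II in 78.7%, and enrichment there over sites of the factor alone was 1.81 for Myc and 1.72 for TEAD.

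With the summit inside the other peak, Myc peaks had TEAD in 67.0%, 56.8%, 62.6% and 72.5% in wild-type, tet-Myc, tet-YAP and tet-Myc/YAP, and gained tet-Myc Myc peaks had wild-type TEAD in 52.7%. Of tet-Myc Myc peaks, 79.6% were found in tet-Myc/YAP. YAP peaks had Myc in 20.6% in tet-YAP and 87.7% in tet-Myc/YAP, and TEAD in 88.1% in tet-Myc/YAP, and sites of all 3 factors had wild-type RNA polymerase II in 72.6%. With an overlap of 50% of the shorter peak these values were 67.3%, 63.9%, 67.2% and 78.7%, then 55.97%, 80.4%, 21.2%, 89.0%, 90.2% and 74.4%.

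With lists cut to the same number of top peaks, Myc peaks had TEAD in 70.1% in tet-Myc, 82.1% in tet-YAP and 78.4% in tet-Myc/YAP, so that tet-YAP and not tet-Myc/YAP was highest, and gained tet-Myc Myc peaks had wild-type TEAD in 77.9%. YAP peaks in tet-Myc/YAP then had Myc in 83.0% and TEAD in 90.1%, and 88.4% were promoter-like. With the lists of each mark cut, 76.6% of the sites of all 3 factors had wild-type H3K4me3. With H3K4me3 required in all 4 genotypes, 39.9% of tet-YAP and 70.6% of tet-Myc/YAP YAP peaks were promoter-like. With −log10 q in place of fold enrichment, the ratio at sites of all 3 factors over those of the factor alone was 3.28 for Myc, 2.85 for TEAD and 1.30 for YAP.

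Within 1 kb of the summit, YAP peaks had Myc in 31.1% in tet-YAP and 92.5% in tet-Myc/YAP and TEAD in 87.7% and 96.4%, and 52.7% of tet-YAP YAP peaks were found in tet-Myc/YAP. With the tet-Myc/YAP Myc list for both, 47.1% of tet-YAP YAP peaks had Myc. Against tet-YAP, gained tet-Myc Myc peaks had wild-type TEAD in 50.3%. Merging peaks within 500 bp, or leaving out chromosome Y, mitochondrial and unplaced peaks, kept every number within 1.5 times the reported one. Of the other results, 28 rose and 6 fell among 39 at −log10 q of at least 10, 2 rose and 25 fell among 39 with the summit, 23 fell among 39 with the 50% overlap, 9 rose and 1 fell among 18 with cut lists, 12 of 12 fell with H3K4me3 in all genotypes, 6 of 8 fell with cut mark lists, 6 of 8 rose within 1 kb, 6 of 6 fell against tet-YAP and 1 of 2 rose with the shared Myc list. No list was called again at equal depth.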

Other observations

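The tests of explanations and the analyses in this part were chosen after the lists had been examined, except the planned shares of YAP peaks with Myc, and the shares over all regions had been seen before the finer splits were made. Of the 10115 wild-type H3K4me1 regions with no wild-type H3K4me3, a Myc peak lay in 1.27% (1.07 to 1.5) in wild-type, 45.6% (44.6 to 46.5) in tet-Myc, 10.3% (9.69 to 10.9) in tet-YAP and 39.5% (38.6 to 40.5) in tet-Myc/YAP, and a YAP peak in 1.48% (1.27 to 1.74) in tet-YAP and 14.5% (13.8 to 15.2) in tet-Myc/YAP. With both wild-type TEAD and tet-Myc Myc, 35.5% (33.9 to 37.2) of 3249 such regions had a YAP peak in tet-Myc/YAP, against 10.1% (8.82 to 11.5) of 2008 with TEAD but no Myc. The share was 5.08% (4.03 to 6.38) of the 1359 with Myc but no TEAD and 1.20% (0.889 to 1.62) of the 3499 with neither. At wild-type H3K4me3 regions the order of the middle classes was the reverse, with 19.3% for Myc but no TEAD and 11.2% for TEAD but no Myc. Of the tet-Myc/YAP H3K4me3 regions, 1961 were not found in wild-type, while 1707 wild-type regions were not found in tet-Myc/YAP. The 1961 regions had a Myc peak in 47.6% (45.4 to 49.8), against 76.0% (75.3 to 76.6) of the 17525 found in both, a YAP peak in 17.7% (16.1 to 19.4) and wild-type H3K4me1 in 51.1% (48.9 to 53.3), and 50.8% (48.6 to 53.1) of them were also found in tet-Myc. Of the 310 tet-YAP YAP peaks outside all wild-type marks, 66.5% (61.0 to 71.5) had a TEAD peak and 0.968% (0.33 to 2.81) a Myc peak in tet-YAP.

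YAP peaks lay at Myc peaks far more often in tet-Myc/YAP than in tet-YAP, with a difference of 67.6 points. Narrow peaks in the tet-YAP list are not the whole cause, since windows of 1 kb left 61.4 points, nor is its shorter Myc list, since the tet-Myc/YAP Myc list for both left 44.0 points. Unreliable tet-YAP peaks are not the whole cause either: with both of these changes, YAP peaks near TEAD in all 4 genotypes still differed by 31.3 points, with Myc near 63.0% of 1104 tet-YAP peaks and 94.3% of 9457 tet-Myc/YAP peaks. The effect of the genotype cannot be told apart from that of the peak calling, because the fragment sizes differed and the control of the tet-Myc/YAP list was 9.61 times deeper than its ChIP library.

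One hypothesis is that Myc directs YAP to promoters where TEAD is already bound. Among wild-type H3K4me3 regions with wild-type TEAD, a YAP peak in tet-Myc/YAP was more frequent at those with tet-Myc Myc in each of 4 classes of region width, by at least 34.95 points. A fixed property of the regions such as open chromatin, which would raise YAP in tet-YAP too, stays open: the ratio of the shares with YAP in tet-YAP, with over without tet-Myc Myc and over the width classes, was 0.61 (0.477 to 0.788, counting only), but 0.948 (0.681 to 1.32) at the H3K4me1 regions with TEAD and no H3K4me3, and both rest on 1 library called under other conditions. In tet-Myc/YAP the ratios were 4.83 (4.17 to 5.60) and 3.37 (2.92 to 3.88). Peak calling stays open as well, so this remains a hypothesis, found and tested on the same lists.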
